A study of Vitis vinifera with 156 samples.

How the data were processed

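RNA abundance was measured in dormant buds of the grapevine cultivar Cabernet Sauvignon, a wine grape of the species Vitis vinifera, held on cuttings in growth chambers. Total RNA was extracted with a column kit for plant tissue, and libraries were made with a kit that reads the 3′ end of messenger RNA, per the labels' protocols. With such a kit a transcript gives reads near its 3′ end only, so a count does not grow with transcript length. Sequencing was done on a NextSeq500 with 95 libraries per lane and reads of 85 bases, per the labels' protocols. The deposited table holds whole-number counts of reads per gene, 1 column per library, without normalization; the values themselves showed whole numbers with different totals per library. The aligner, the counting tool, the genome build, the annotation and any removal of duplicate reads are not stated in the labels or in the table. The kit is used with and without molecular identifiers and the labels do not mention any, so intervals and floors given here cover counting error only.

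The table names its columns by library and does not pair its lines with gene identifiers. Genes are therefore named by the number of their line in the table, counted from 1 at the first line after the header, and no gene symbol, position or annotation is given. Checks that need the identity of a gene, such as its GC content, its length or near-identical copies elsewhere in the genome, were not run, and a test of gene families that had been planned was not run for the same reason. Counts of genes with near-identical copies are uncertain. Every column carried the name of 1 library in the labels, and 0 columns were left unused.

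Groups were taken from the labels: the temperature before day 26, the temperature from day 26 on, the day of sampling and the replicate number. The temperature before day 26 is called the phase I temperature and the later one the phase II temperature. The labels also carry a word that divides the libraries into a First and a Second set, with a position on a plate. It is treated here as a batch. The First set holds 86 libraries and the Second 70. All libraries of 4 °C and of the fluctuating regime were in the Second set, all pretreatment libraries and all constant 2, 7 and 11 °C libraries in the First, and the 22 °C series changed sets at day 26, where replicate 3 was in the Second set and the replicates before it in the First. Comparisons between constant temperatures were therefore made within 1 set wherever the design allowed. Comparisons of a fluctuating arm with its constant counterpart, and of 4 °C with its neighbours, run across the sets.

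Counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM scaling, filterByExpr with the design of each fit, estimateDisp, glmQLFit and glmQLFTest), and p-values were adjusted by the Benjamini-Hochberg method over the genes tested in each comparison. A gene was called at an adjusted p under 0.05. Each fit held only the libraries of the groups compared. Day entered as a factor, except in the trend fits, where day as a number was the tested term. The distance of 4 °C from its neighbours was tested as the contrast of 4 °C with 0.6 of the 2 °C level plus 0.4 of the 7 °C level, the value of a straight line between them. The groups, the designs, a rule for the genes to be named and most alternatives were fixed before the data were examined. The rule took, among genes called with a mean of at least 10 counts per 1000000 counts of the library (CPM) and a day mean that differed in the same direction at every day compared, the 2 with the largest rise and the 2 with the largest fall. It had been written for several comparisons, but without gene identifiers only the 4 genes of the comparison of 2 °C with 22 °C are named.

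The alternatives were DESeq2 1.42.0 (Wald test, its own size factors), RLE scaling in edgeR, no filter on low counts, the replicate number as a block, only libraries with at least 1000000 counts, leaving out each replicate number in turn, and, for the fluctuating arms, subtracting a library set difference estimated from 4 °C. A fit with the main axis of variation within groups as a covariate was added after the data had been seen, and used only the libraries with a value on that axis. That axis was computed from the same counts, as deviations from group means. Using it as a covariate lowers the residual spread, which favours more calls. The replicate numbers come from the labels, which do not say what a number stands for or whether the same number in different groups marks shared material. Within every group the numbers follow the order of library set and plate row in the library names. The same number in different groups therefore need not mark shared material, and pairs of same-numbered libraries may be arbitrary. Whether numbers paired the libraries was checked by correlating the deviations of same-numbered libraries from their group means. Over all arms the mean correlation of 264 same-numbered pairs was -0.0147 (permutation p 0.533). Within single comparisons it ran from -0.284 to 0.318 and lay within 0.1 of 0 in 13 of 26. The result with the block is given in the report where it lay outside. In fits of arms over several days, the block was each combination of day and replicate number, and in the interaction also of the regime. In trend fits and in fits of 6 libraries it was the number alone.

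The test functions were first run on simulated counts with 200 genes changed 4-fold. Of these genes, 92.5% were recovered with 9 libraries against 9, 76.5% with 3 against 3 and 71.0% for a day trend over 24 libraries (9626, 9528 and 9849 genes tested). The share of false calls among the calls was 5.61%, 4.38% and 2.74%. Genes were drawn independently there, whereas in the data 1 axis held 39.5% of the variance within groups. These shares therefore do not carry over to the data. Principal components were computed with numpy 2.4.6 on log2(CPM + 1) of genes with a mean above 5 CPM, over the 139 libraries with at least 1000000 counts. Depth summaries and permutation tests used python 3.11.15, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Permutation tests were two-sided with 100000 resamples, or 10000 for the pairing check and for library measures. Scores of gene sets are the mean log2 CPM (prior count 2) of the genes called higher minus that of the genes called lower, using genes with an absolute log2 fold change of at least 1.

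Depth sets the precision of single values. A floor of 3 counts was taken as the least that shows a gene, which was 109.2 CPM in the shallowest library, 1.35 CPM at the median depth and 0.42 CPM in the deepest. No library was left out of the fits as designed.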

Results

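Dormant grapevine buds were sampled before treatment and during 69 days in growth chambers, to follow how bud gene expression changes while cold hardiness develops at different temperatures. Constant 2, 4, 7 and 11 °C were sampled on 8 days between days 7 and 69, and constant 22 °C on the same days up to day 55. Buds kept at 2, 7 or 11 °C until day 26 were also moved to a fluctuating regime of 7 °C with a daily variation of 5 °C to either side, and sampled at days 34, 41, 55 and 69. These are called the fluctuating arms and are named by their phase I temperature. With the pretreatment buds of day 0 this made 52 groups of 3 libraries, each labelled as a replicate.

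Total counts per library ran from 27485 to 7138863 with a median of 2228888. The median was 2080313 in the First library set and 2430101 in the Second. There were 17 libraries under 1000000 counts, 10 of them in the First set and 7 in the Second, and 7 libraries lay under 100000. The table listed 42413 genes, of which 30267 had a count in at least 1 library. A library detected between 5319 and 19938 genes, with a median of 15950, and its 10 highest genes took between 12.3% and 53.8% of its counts, with a median of 38.5%. The shallowest library, 11 °C day 7 replicate 3, held 27485 counts, so a gene there had to reach 109.2 counts per 1000000 (CPM) to give 3 counts. Replicate 1 of the same group held 57968. Comparisons with 11 °C at day 7 rest on 1 library of ordinary depth.

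**Figure D1:**
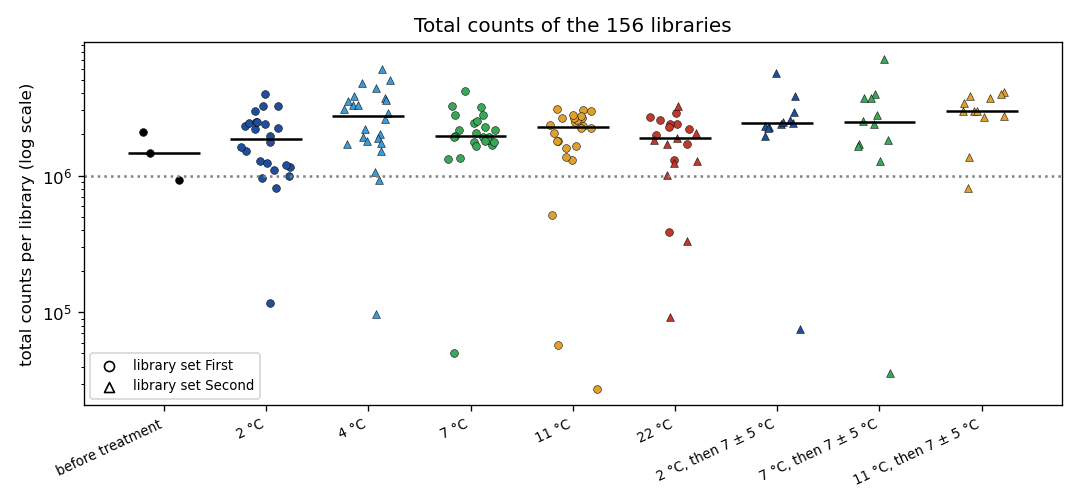
Total count of each library (vertical axis, log scale) by arm (horizontal axis, 1 colour per arm), with circles for the First and triangles for the Second library set, a bar at the median of each arm and a dotted line at 1000000 counts. The totals run from 27485 to 7138863, and 17 libraries lie under the line, spread over both sets.

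No columns of the table were identical. Of the pairs of libraries within groups, the pair nearest to sampling noise was the pair of shallow 11 °C day 7 libraries, with a chi-square of 1.47 per gene against a median of 19.3 over all pairs, so every library was kept as its own replicate. The median correlation of log2 CPM between replicates was 0.928 over the pairs in which both libraries held at least 1000000 counts, and the lowest was 0.686.

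The first principal component held 29.1% of the variance. Groups explained 43.96% of it, no more than permuted groups did (permutation p 0.0911), so most of this component lay between replicates of the same group. The second component held 15.1% of the variance, of which 87.9% lay between groups and 81.4% between arms, and the third held 9.29%, with 83.6% between groups. For both, the permutation p was 1e-05, the smallest the resampling can give. On the second component the 22 °C libraries averaged 52.8 ± 20.6 (SD, n = 18), the 11 °C libraries 21.8 ± 16.3 (n = 21), the 7 °C libraries 3.83 ± 17.03 (n = 23), the 2 °C libraries -16.8 ± 11.0 (n = 20) and the 4 °C libraries -43.7 ± 11.0 (n = 22). The 4 °C arm therefore did not fall between 2 and 7 °C. The library sets explained 15.1% of the second component and 23.5% of the third, and 4 °C lies wholly in the Second set. The fluctuating arm after 7 °C, also in the Second set, averaged -6.08 ± 8.31 (n = 11) on the second component, and that after 2 °C -6.69 ± 9.07 (n = 11). That after 11 °C averaged -15.6 ± 13.2 (n = 11), past constant 7 °C in the direction of 4 °C.

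**Figure D2:**
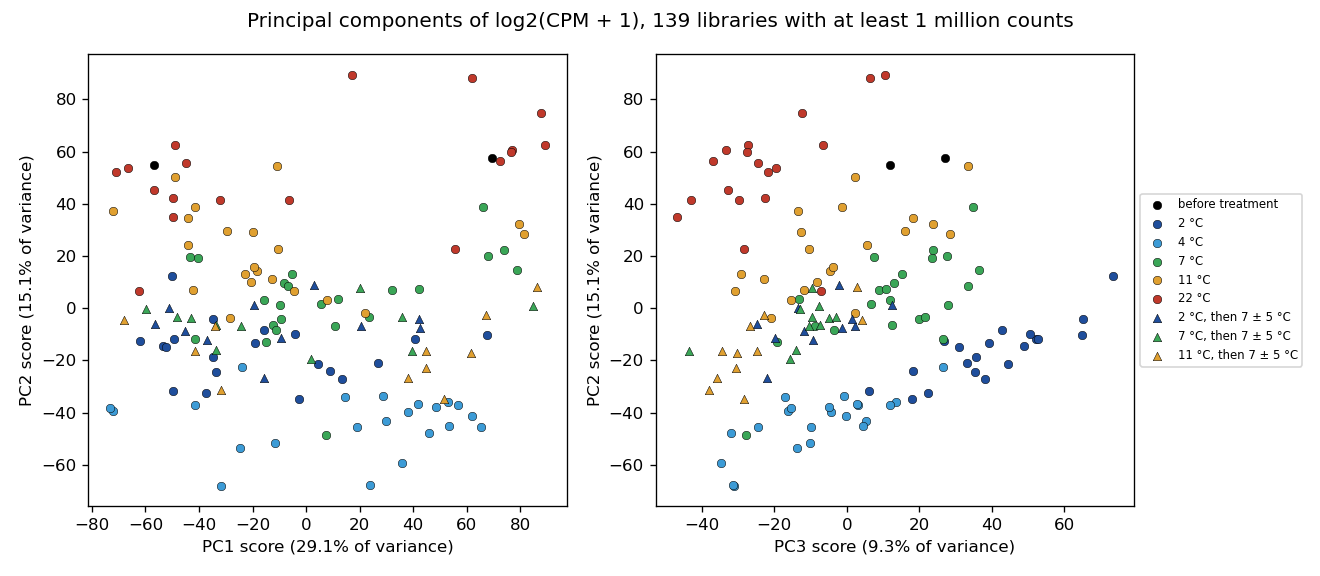
Scores of the libraries with at least 1000000 counts, 1 point per library, with the second principal component on both vertical axes (15.1% of the variance) against the first on the left (29.1%) and the third on the right (9.29%), colours for the temperature of phase I and triangles for the fluctuating arms. The 22 °C libraries lie at high values of the second component (mean 52.8), the 4 °C libraries at low values (mean -43.7), and the 2 °C libraries at high values of the third (mean 39.95).

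Cold was set against 22 °C at days 7 to 20, when both arms lay in the First set, with 9 libraries against 9 and totals from 27485 to 4190778. At 2 °C, 5269 of 10160 genes tested were called by edgeR's quasi-likelihood test at an adjusted p under 0.05, 2562 higher and 2707 lower than at 22 °C, and 3497 of them differed at least 2-fold. At 7 °C, 3944 of 10472 genes were called (1896 higher, 2048 lower), and at 11 °C, 1632 of 10519 (670 higher, 962 lower). Leaving out replicate 2 moved the count at 2 °C most, to 4095, and cut that at 11 °C to 328. Of the genes called at all 3 temperatures, 1373 of 1375 changed in the same direction, 555 higher and 818 lower, although these comparisons share their 22 °C libraries. Among the genes higher at 2 °C that were tested at all 3 temperatures, 2289 in number, the median log2 fold change was 1.16 ± 0.78 (SD across genes) at 2 °C, 0.89 ± 0.72 at 7 °C and 0.58 ± 0.59 at 11 °C. For the 2702 genes lower at 2 °C the medians were -1.22 ± 0.79, -0.88 ± 0.75 and -0.61 ± 0.57. The genes were chosen on the 2 °C comparison, which favours larger values there.

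At days 34 to 55, when both arms lay in the Second set, 4 °C was set against 22 °C. Of 10714 genes tested, 3214 were called, 1436 higher and 1778 lower at 4 °C. The balance of directions was not stable, as DESeq2 called 1489 higher and 3251 lower, RLE scaling 1192 and 2346, and the fit with the replicate number as a block 1697 and 3648. Of the genes called both here and at 2 °C at days 7 to 20, in libraries that do not overlap, 1741 of 1869 (93.2%) changed in the same direction, where 1430 shared genes would be found by chance.

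Among the genes chosen by the rule, gene 34839 averaged 55.6 ± 36.7 CPM at 2 °C (SD, n = 9) and 0.33 ± 0.37 at 22 °C, where each of the 9 libraries held at most 3 counts. edgeR's log2 fold change was 6.96 ± 0.40 (SE, adjusted p 5.77e-12), and against the floor of those libraries the level at 2 °C was at least 40.4-fold higher. Gene 12872 averaged 23.98 ± 15.1 CPM at 2 °C and 0.134 ± 0.281 at 22 °C, again at or under 3 counts in all 9 libraries. Its log2 fold change was 6.58 ± 0.52 (adjusted p 5.81e-10), which against the floor was at least 17.4-fold higher. Gene 2846 averaged 193 ± 57.8 CPM at 22 °C and 5.07 ± 11.1 at 2 °C, where 7 of 9 libraries were at or under 3 counts, with a log2 fold change of -7.04 ± 0.45 (adjusted p 2.72e-11). Gene 3052 averaged 72.9 ± 32.6 CPM at 22 °C, 30.9 ± 22.8 at 11 °C and 4.199 ± 5.57 at 2 °C, with a log2 fold change at 2 °C of -5.17 ± 0.49 (adjusted p 7.70e-09). In the later comparison of 4 °C with 22 °C, the log2 fold changes of these genes were 4.37 ± 0.52 for gene 34839, 5.80 ± 0.62 for gene 12872, -7.68 ± 0.68 for gene 2846 and -5.02 ± 0.70 for gene 3052, with adjusted p of 7.19e-06, 2.11e-06, 7.45e-07 and 2.95e-05. There all 9 libraries at 22 °C held at most 3 counts of gene 34839, which against their floor was at least 2.01-fold higher at 4 °C, and all 9 libraries at 4 °C held at most 3 counts of gene 2846, which was at least 38.96-fold lower.

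The constant temperatures were compared over all 8 days with 24 libraries in each arm, all in the First set. Between 2 and 7 °C, 3660 of 11681 genes were called (1768 higher and 1892 lower at 2 °C), and leaving out replicate 2 moved this count most, to 1768. Between 7 and 11 °C, 1347 of 12055 were called (555 higher and 792 lower at 7 °C), and this count fell to 66 without replicate 2. Between 2 and 11 °C, 5178 of 12130 were called, 2589 in each direction. The median absolute log2 fold change of the genes called was 0.78, 0.75 and 0.80 in these 3 comparisons, with median standard errors of 0.20, 0.20 and 0.19. In the last 2 the deviations of same-numbered libraries correlated at 0.141 and 0.156, and with the replicate number as a block 1143 and 5188 genes were called.

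The 4 °C arm was set against the value that a straight line between 2 and 7 °C gives, to gauge the difference between the library sets. Of 11643 genes, 5641 were called (2926 higher and 2715 lower at 4 °C), more than between 2 and 7 °C. Their median absolute log2 fold change was 0.69 (median SE 0.17). The balance of directions was not stable, as RLE scaling called 2527 higher and 3219 lower, and DESeq2 2820 and 3893. Leaving out replicate 1 moved the count most, to 3750. All 4 °C libraries lie in the Second set and all those of the line in the First, so the comparison itself does not separate set from temperature. The fluctuating arm after 7 °C against constant 7 °C, which runs across the same sets, called 0 genes (1166 at an unadjusted p under 0.05).

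To see what changed in the first 7 days, each arm of the First set was compared with the pretreatment buds, 3 libraries against 3. The library names give the 3 pretreatment libraries the same sample number with different endings, whereas the libraries of other groups carry different numbers. The labels do not explain that number. If it marks 1 sample, these libraries are not independent replicates, and the tests do not measure the spread between pretreatment buds. At 2 °C, 1040 of 7525 genes were called (508 higher, 532 lower), at 7 °C 23 of 9506 (8 higher, 15 lower), and at 11 °C and 22 °C none, with 356 of 7509 and 663 of 9498 genes at an unadjusted p under 0.05. At 2 °C all 3 libraries of day 7 held fewer than 1000000 counts. The count at 2 °C fell to 0 when replicate 3 was left out (1500 genes at an unadjusted p under 0.05) and rose to 3003 without replicate 1. Without replicate 1 the count at 7 °C rose to 3111, so that the order of these temperatures was not kept. Same-numbered libraries correlated at -0.133 for 2 °C, -0.123 for 7 °C and 0.318 for 22 °C, and with the replicate number as a block 502, 0 and 41 genes were called, with 957 genes at an unadjusted p under 0.05 for 7 °C.

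Linear trends over days 7 to 69 were fitted within each constant temperature, 24 libraries each. At 2 °C, 1795 of 10120 genes were called (866 rising, 929 falling), at 4 °C 1941 of 10380 (826 and 1115), at 7 °C 993 of 10666 (436 and 557), and at 11 °C 966 of 10809 (453 and 513). Leaving out replicate 2 moved the count at 2 °C most, to 438. The balance of directions at 11 °C was not stable, with 46.9% of the genes called rising, 32.2% in DESeq2 and 28.8% without replicate 3. The median absolute log2 change over the 62 days spanned was 1.39, 1.34, 1.68 and 1.66 for the genes called at 2, 4, 7 and 11 °C. The 4 trends rest on separate libraries. They shared 231 genes, of which 230 changed in the same direction, 72 of them rising and the rest falling. Between pairs of temperatures, 97.4% to 100% of the shared genes changed in the same direction. The difference between the trends at 2 and 11 °C was tested as an interaction, which called 1.01% of 12130 genes, 71 with a more positive and 51 with a more negative slope at 2 °C.

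**Figure D3:**
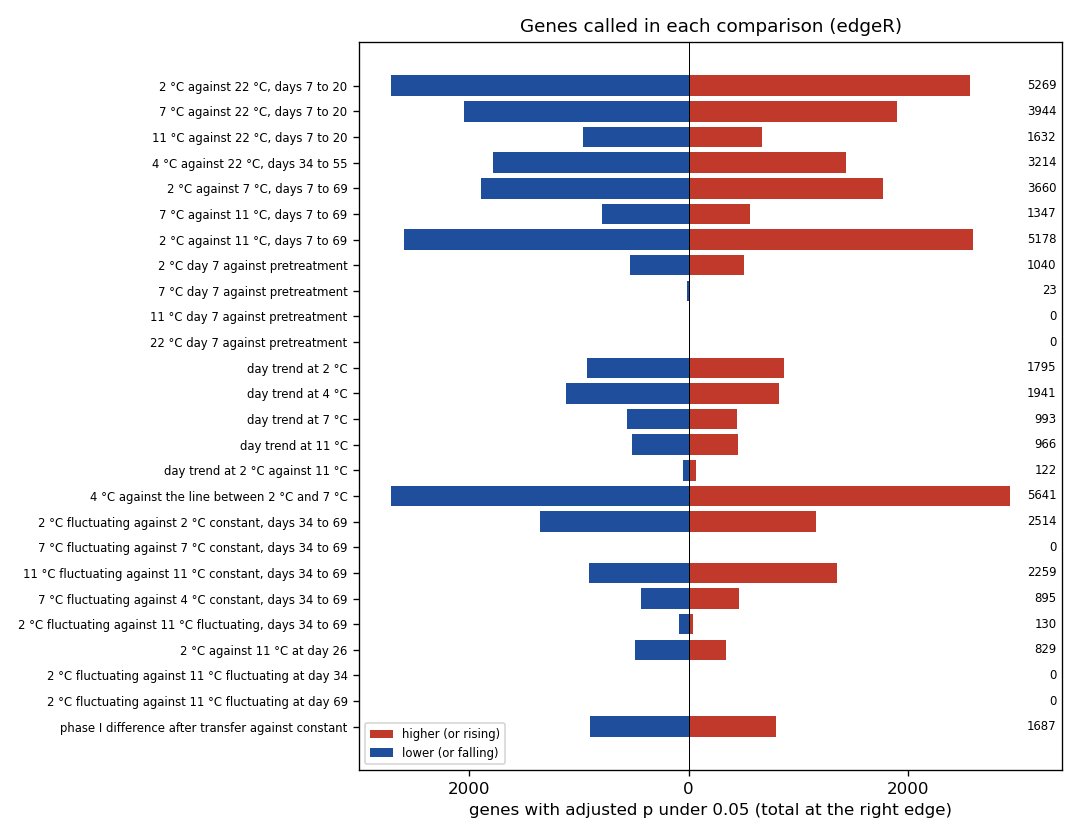
Number of genes called higher (bars to the right of 0) and lower (bars to the left) at an adjusted p under 0.05 in each of the 26 comparisons, as tested with edgeR. The bars are longest for 4 °C against the line between its neighbours (5641 genes), 2 °C against 22 °C (5269) and 2 °C against 11 °C (5178), and empty for 5 comparisons.

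The effect of the fluctuating regime was tested at days 34 to 69 against the constant temperature of phase I, with 12 libraries against 12, which lay in different library sets. After 2 °C, 2514 of 10683 genes were called (1158 higher and 1356 lower in the fluctuating arm). After 11 °C, 2259 of 11605 were called (1350 higher, 909 lower). After 7 °C, where the mean temperature was unchanged, none of 10511 was called, with 1166 genes (11.1%) at an unadjusted p under 0.05 and a smallest adjusted p of 0.0607. Leaving out replicate 2 moved the count after 2 °C most, to 1170, and cut the count after 11 °C to 12. After the library set difference estimated from 4 °C had been subtracted, the counts after 2, 7 and 11 °C were 1907, 992 and 39. Same-numbered libraries correlated at 0.186, 0.137 and -0.102 in these comparisons, and with the replicate number as a block 2495, 0 and 1127 genes were called, with 1069 genes at an unadjusted p under 0.05 after 7 °C. There were 1724 genes called both between constant 2 and 7 °C and between fluctuating and constant 2 °C. Of these, 1721 lay on the 7 °C side in the fluctuating arm. Both comparisons use the late 2 °C libraries, which favours that side without any move, and the number to be found without a move was not computed. Likewise 466 of 471 genes called both between 7 and 11 °C and after 11 °C lay on the 7 °C side. Here the late 11 °C libraries enter both comparisons, with the same limit. The same calls also followed the difference of 4 °C from its line. The arm after 11 °C shared 1695 genes with it (1061 by chance), 1683 of them (99.3%) in the same direction, in libraries that do not overlap. The arm after 2 °C shared 1445 (1248 by chance), 1286 of them in the same direction. There the late constant 2 °C libraries enter both comparisons with the same sign, which favours the same direction without any set difference. Within the Second set, the fluctuating arm after 7 °C differed from constant 4 °C in 895 of 10370 genes (460 higher, 435 lower). The correlation of same-numbered libraries was -0.284 there, and 1.32% of the genes were called with the block, against 8.63% without it.

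Whether the phase I temperature was still visible after all arms had moved to the same regime was tested between the fluctuating arms after 2 and 11 °C, both in the Second set. Over days 34 to 69, 130 of 11080 genes were called, 44 higher and 86 lower after 2 °C, with 2301 genes (20.8%) at an unadjusted p under 0.05. This count depended on the processing, with 0 genes called without replicate 2 (525 at an unadjusted p under 0.05). It was 2906 (1567 higher, 1339 lower) when the main axis of variation within groups was added as a covariate. That fit was chosen after the data had been seen, and its axis comes from the same counts, which favours more calls. The same-numbered libraries correlated at 0.202, and 47 genes were called with the block (23 higher, 24 lower), so the balance of directions was not kept. At single days, 3 libraries against 3, constant 2 and 11 °C differed at day 26 in 829 of 9896 genes (342 higher, 487 lower). The fluctuating arms differed in 0 of 9860 genes at day 34 (294 at an unadjusted p under 0.05, 2.98%) and in 0 of 9621 at day 69 (1881 at an unadjusted p under 0.05, 19.6%). Same-numbered libraries correlated at 0.191, 0.312 and 0.208 at these days, and with the block 1189, 5 and 809 genes were called. The difference between phase I temperatures was tested for being unequal in the constant and in the fluctuating arms, by an interaction in which a shift common to a library set cancels. It called 1687 of 12151 genes, 793 with a more positive and 894 with a more negative difference in the fluctuating arms.

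A score was also made from the 720 genes higher and 718 genes lower at 2 than at 11 °C over days 7 to 26, at least 2-fold, and read at days 34 to 69 in libraries with at least 1000000 counts. Both the score and its test were chosen after the counts above had been seen. The score averaged 0.63 ± 0.24 (SD, n = 12) at constant 2 °C, -0.34 ± 0.21 (n = 10) at 4 °C, -0.92 ± 0.20 (n = 12) at 7 °C and -1.64 ± 0.31 (n = 11) at 11 °C. In the fluctuating arms it averaged -1.10 ± 0.20 after 2 °C, -1.09 ± 0.15 after 7 °C and -1.10 ± 0.23 after 11 °C (n = 11 each). Differences were taken within days and averaged over the 4 days, so they need not equal those of the arm means. The difference between 2 and 11 °C was 2.28 in the constant arms, with the same sign at each of 4 days, and -0.03 in the fluctuating arms, which is -1.44% of the former. In a permutation test within days, the first had a p of 3e-05 (0.00012 after adjustment over 4 comparisons) and the second 0.703 (0.808). The arm after 2 °C minus that after 7 °C was -0.02 (p 0.792), and the arm after 7 °C minus that after 11 °C was -0.02 (p 0.808). The genes of the score were chosen in libraries of the constant arms at earlier days, and the score includes libraries of both sets.

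**Figure D4:**
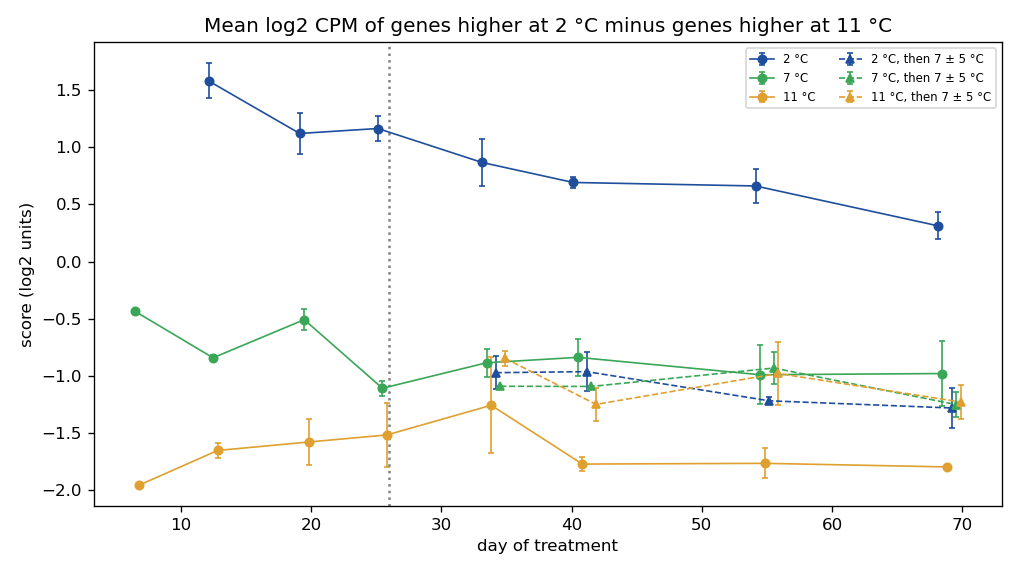
Score of the genes that separate 2 from 11 °C at days 7 to 26 (vertical axis, log2 units) by day of treatment (horizontal axis), as means with SD over the libraries of a group that hold at least 1000000 counts (no bar for a single library, points set slightly apart sideways), with circles and solid lines for constant 2, 7 and 11 °C, triangles and dashed lines for the fluctuating arms, and a dotted line at the transfer on day 26. Up to day 26 the constant 2 and 11 °C arms differ by the choice of the genes; over days 34 to 69 they average 0.63 and -1.64, and the fluctuating arms between -1.10 and -1.09.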

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

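The tests of library measures in this part were fixed before their own results were seen, but after the counts of genes had been seen, and the refit without the highest genes was chosen only after the test of their share had been seen, and the measure of how far it moved the slopes only after its count.

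The trends over days differed between 2 and 11 °C. The test of the difference itself called 1.01% of 12130 genes (71 with a more positive and 51 with a more negative slope at 2 °C), with 1439 genes at an unadjusted p under 0.05. In 3 of the 100 splits drawn that exchanged 2 and 11 °C within same-numbered libraries of a day, the real one included, as many genes were called, and the highest count of the others was 204. The other splits also mixed the difference in level between 2 and 11 °C (5178 genes called) and left it in the residual spread. They therefore cannot show that the slopes differ apart from the levels. A difference in depth is 1 candidate explanation, but the total count of the libraries did not change differently over days at the 2 temperatures (permutation p 0.689), nor did the number of genes a library reaches at 1000000 counts (permutation p 0.253). The share of counts taken by the 10 highest genes did, by 0.229 percentage points per day (permutation p 3e-04), which could move the scaled level of every other gene. With the 30 genes that were among the 10 highest of any library taken out before scaling, 104.1% as many genes were called (78 and 49 in the 2 directions). The refit moved the median slope of the other genes by only 4.38% of its standard error, so it corrected little and does not exclude an effect tied to that share. The number of genes was 65 when only libraries with at least 1000000 counts were used, and from 13 to 51 across the 3 fits that each left out one replicate. GC content and shared reads between gene copies were not tested because the table does not pair its lines with genes. A difference in the course of acclimation between 2 and 11 °C remains a hypothesis that cannot be told apart from the share of the highest genes or from those untested explanations, and it rests on few genes.

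The difference between phase I temperatures of 2 and 11 °C was unequal in the constant and the fluctuating arms. The interaction called 1687 of 12151 genes, 793 with a more positive and 894 with a more negative difference in the fluctuating arms. In 1 of the 100 splits drawn that exchanged the constant and fluctuating labels of all 4 arms within same-numbered libraries of a day as many genes were called, the real one itself, and the highest count of the others was 461. A shift common to all libraries of a set cancels in this test, but a shift that acts more strongly at one temperature does not. Neither library size (permutation p 0.435) nor the number of genes reached at equal depth (permutation p 0.48) gave such an interaction, and the share of the 10 highest genes came nearer to one (-5.33 percentage points, permutation p 0.0736). The count was 3166 with the main within-group axis as a covariate, a fit that favours more calls, and 319 without replicate 2. Of the 51 genes called both here and for the difference of trends, where 16.99 would be shared by chance, 48 had opposite signs. The constant 2 and 11 °C libraries of the later days enter both tests, so this overlap is not independent. Loss of the phase I difference under a common later temperature is a hypothesis consistent with the score reported for these arms, which fell from 2.28 between constant arms to -0.0329 between fluctuating arms, though it would not hold for every gene if the 57 genes that kept their direction between the fluctuating arms, described below, are real. A set effect that depends on temperature cannot be ruled out with this design.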

How the results depend on the processing

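The within-group axis as a covariate, and every alternative for the score of the 2 to 11 °C genes, were chosen after the data had been seen; the others were fixed before. Not every alternative changed a single choice. DESeq2 changed the test, the scaling and the filter on low counts together. The subtraction of the library set difference also added the constant 2, 4 and 7 °C libraries to the fit. The fit with the within-group axis also left out the libraries without a value on it, among them all those under 1000000 counts. The others changed 1 choice. The counts of genes called in 26 comparisons were recomputed, and a count is given below where it lay more than 1.5 times away from the one in the report. For 22 °C at day 7 against pretreatment and for 7 °C fluctuating against constant 7 °C and against 4 °C, calls are given as a percentage of the genes tested in the comparison as designed. Where a count moved and nothing further is said, the cause was not tested.

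With RLE scaling 25 of 26 counts stayed within 1.5 times, and the exception was 7 °C fluctuating against constant, with 1 gene (0.00951%) in place of 0 (1215 and 1166 genes at an unadjusted p under 0.05). DESeq2 kept 17 of 26 within that range and gave more genes in the other 9: 270 for 7 °C, 4 for 11 °C and 0.695% for 22 °C at day 7 against pretreatment, 254 for the difference of trends, 1.86% for 7 °C fluctuating against constant, 14.9% (8.63% in the report) for 7 °C fluctuating against 4 °C, and 951, 10 and 294 for 2 against 11 °C fluctuating over days 34 to 69, at day 34 and at day 69. For 4 against 22 °C, DESeq2 and RLE scaling moved the share of higher calls from 44.7% to 31.4% and 33.7%, and shifted the median log2 fold change of all genes by -0.17 each. The block and the fit without replicate 3, with the scaling of the report, gave 31.8% and 34.1% and shifts of -0.16 and -0.12, so the cause of this change of balance is not settled. Of the genes called for the trend at 11 °C, 46.9% rose, against 32.2% with DESeq2 and 35.6% and 28.8% without replicates 1 and 3. For the trend at 7 °C the share of rising genes was 31.7% without replicate 2, and the difference of trends had 73.8% and 74.5% more positive slopes at 2 °C with libraries of at least 1000000 counts and without replicate 1, and 46.2% (6 of 13 genes) without replicate 2, against 58.2% in the report. Without a filter on low counts 10 counts rose: 1645, 378, 14 and 1.46% for 2, 7, 11 and 22 °C at day 7 against pretreatment, 1.05% for 7 °C fluctuating against constant, 14.4% for 7 °C fluctuating against 4 °C, 1442 for 2 against 11 °C at day 26, and 1096, 45 and 1033 for 2 against 11 °C fluctuating over all days, at day 34 and at day 69.

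With the replicate number as a block 16 of 26 counts stayed within 1.5 times. The others were 5345 for 4 against 22 °C, 502, 0, 8 and 0.432% for 2, 7, 11 and 22 °C at day 7 against pretreatment (957 at an unadjusted p under 0.05 for 7 °C), 1127 for 11 °C fluctuating against constant, 1.32% for 7 °C fluctuating against 4 °C, and 47, 5 and 809 for 2 against 11 °C fluctuating over all days, at day 34 and at day 69. Same-numbered libraries did not deviate together over all arms (-0.0147), and the check of pairing lay within 0.1 of 0 for the 3 early comparisons with 22 °C (5712, 3466 and 1247 genes with the block), for 2 against 7 °C (3492), for the trends (1817, 1811, 877 and 939 genes at 2, 4, 7 and 11 °C, 117 for the difference) and for 4 °C against its neighbours (5658).

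Restricting the fits to libraries with at least 1000000 counts could be done for 24 of 26 comparisons and kept 20 within range. It gave 877 genes for the trend at 2 °C, 65 for the difference of trends, 326 for 2 against 11 °C fluctuating and 0 for 7 °C at day 7 against pretreatment (797 at an unadjusted p under 0.05). It was not run for 2 and 11 °C at day 7 against pretreatment, where too few libraries were left. The 2 °C libraries of day 7 all lie under that depth and the 11 °C group has 1 library above it. The planned test of gene families, with its alternatives, was not run because the table does not pair its lines with genes. Adding the within-group axis as a covariate raised 6 of 18 counts out of range: 2540 for 7 against 11 °C, 2011 for the trend at 11 °C, 1.18% for 7 °C and 4754 for 11 °C fluctuating against constant, 2906 for 2 against 11 °C fluctuating and 3166 for the interaction of phase I temperature with the regime. It was not run for 2 against 11 °C, where no library of day 7 had a value on that axis, nor for fits of 6 libraries. The axis comes from the same counts, so a rise is favoured and does not by itself show missed differences. For 2 against 11 °C fluctuating, all 130 genes of the report were among the 2906, while the restriction to libraries with at least 1000000 counts alone gave 326. Subtracting the library set difference estimated from 4 °C left 1907 genes after 2 °C, of which 848 were among those of the report, but gave 9.44% after 7 °C and 39 after 11 °C.

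Leaving out one replicate number changed more counts than any other alternative: without replicate 1, 2 or 3, only 11, 8 and 10 of 26 counts stayed within 1.5 times. Across the 3 fits the counts ran from 1958 to 4316 for 7 °C, 328 to 1104 for 11 °C and 1157 to 4001 for 4 °C against 22 °C; from 1768 to 3972 for 2 against 7 °C, 66 to 776 for 7 against 11 °C and 3064 to 4557 for 2 against 11 °C; from 438 to 1134, 957 to 1171, 251 to 684 and 178 to 568 for the trends at 2, 4, 7 and 11 °C, and 13 to 51 for their difference; and from 3750 to 5162 for 4 °C against its neighbours. At day 7 against pretreatment they ran from 0 to 3003 for 2 °C (1500 genes at an unadjusted p under 0.05 in the lowest), from 0 to 3111 for 7 °C (462 and 466 in the fits with 0), from 0 to 342 for 11 °C (330 and 272) and from 0 to 0.211% for 22 °C (287 and 452). Fluctuating against constant gave 1170 to 1631 genes after 2 °C and 12 to 3165 after 11 °C, and after 7 °C 0 in all 3 fits (701 to 844 at an unadjusted p under 0.05). They ran from 0.0289% to 12.3% for 7 °C fluctuating against 4 °C, from 0 to 95 for 2 against 11 °C fluctuating (525 at an unadjusted p under 0.05 in the lowest), from 3 to 623 for 2 against 11 °C at day 26, from 0 to 2294 between the fluctuating arms at day 69 (213 and 1237 in the fits with 0), and from 319 to 1515 for the interaction. At day 34 all 3 fits gave 0 (64 to 951). The count for 2 against 22 °C stayed within range, from 4095 to 4770.

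The 4 genes named in the report kept their direction and an adjusted p under 0.05 under each alternative of the comparison in which they were chosen. The difference of the score between the fluctuating arms after 2 and 11 °C changed sign with all libraries, to 0.0425 (p 0.613), and without replicate 3, to 0.109 (p 0.326), and was -0.0001 with all genes called, -0.0432 without replicate 1 and -0.0154 without replicate 2. Every one of these values is under 5% of the 2.28 between the constant arms.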

Other observations

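Of the tests in this part, those of the main axis within groups, of the neighbouring lines of the table, and the splits for 2 against 11 °C over days 7 to 69 were chosen only after the result was seen. The remaining tests were set down before their own results were seen, but after the counts of genes had been seen.

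For each comparison, other splits of the same libraries were fitted that parted the same-numbered libraries of each day in the same way, which leaves out splits that put same-numbered libraries on 1 side. Of the 100 splits drawn, the real one included, 1 of the 100 splits gave as many genes for 2, 7 and 11 °C against 22 °C, for 4 against 22 °C, for each pair of 2, 7 and 11 °C, for the fluctuating against the constant arm after 2 and after 11 °C and for 2 against 11 °C fluctuating. The highest count in another split was 4191 for 2 against 22 °C, where 5269 were called. For trends, days were exchanged within replicate numbers, and 1 of the 100 splits gave as many genes at each of 2, 4, 7 and 11 °C. For 4 °C against its neighbours 1 of the 25 splits did. For the fluctuating arm after 7 °C against constant 4 °C, 5 of the 100 splits gave as many genes, up to 3634 genes against 895, so this count cannot be told from a grouping drawn at random. For 7 °C fluctuating against constant, all 100 of the 100 splits gave at least the 0 genes observed (1166 at an unadjusted p under 0.05). With 3 libraries against 3 there are only 4 such splits, too few to give a share under 0.05. As many genes were called in 1 of the 4 splits for 2 and for 7 °C at day 7 against pretreatment and for 2 against 11 °C at day 26. It was 4 of the 4 splits for the comparisons with 0 genes, 11 and 22 °C at day 7 and the fluctuating arms at days 34 and 69 (356, 663, 294 and 1881 genes at an unadjusted p under 0.05).

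Libraries of the same group differed mainly along 1 axis, which held 39.5% of the variance within groups over the libraries with at least 1000000 counts of 48 groups. It was followed most by the number of genes a library reaches at 1000000 counts, with a Pearson r of -0.616 and a Spearman rho of -0.684 (permutation p 1e-05 for both, the smallest the resampling can give, adjusted 3e-05 and 2e-05 over the 6 relations computed). The r was -0.464 in the First set (n = 75), -0.808 in the Second (n = 61), and -0.599 without the 2 farthest libraries. The total count of the library did not follow it in the same way in both sets, with an r of -0.211 and rho of -0.144 over all (permutation p 0.0128 and 0.0945, adjusted 0.0153 and 0.113), -0.135 without the 2 farthest, 0.172 in the First set (p 0.139) and -0.505 in the Second (p 4e-05, adjusted 7.5e-05). The row of the plate, taken from the labels, explained 8.21% of it (permutation p 0.13). An unequal number of transcript species captured, through RNA quality or library preparation, may lie behind this axis. Depth followed the axis in the Second set but not in the First, and the plate row was not borne out. A biological difference between buds of the same group is not excluded, and no label speaks to it.

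The 4 °C arm lay off the line between its neighbours in 5641 genes. The library set, the within-group axis and temperature were considered as sources. A score of the 669 genes higher and 525 lower at 4 °C in days 7 to 26 put 4 °C 2.09 log2 units from the line at days 34 to 69. At 22 °C day 26, the only group with libraries of both sets, the library of the Second set lay 2.13 units above the others, 101.8% of that distance and farther than 96.2% of 132 other libraries from their group mates. This rests on 1 library, and replicate 2 on the other side held 388575 counts. The change at 22 °C between days 7 to 20 and days 34 to 55, where the set changed, beyond that at 2, 7 and 11 °C, was 42.4% of the distance, which lies between the values set for and against the library set. Within groups, deviations of this score followed the within-group axis with a Pearson r of -0.819 and a Spearman rho of -0.83 (permutation p 1e-05 for both, the smallest possible, adjusted 1.2e-05 over 6 relations), -0.822 without the 2 farthest libraries, -0.781 in the First set and -0.847 in the Second. This shows that these genes vary along that axis within groups, not that the axis set the 4 °C arm apart. The fit with the axis as a covariate, which called 5740 genes, does not settle it, because the axis is centred within groups. Against a shift common to the whole Second set, the fluctuating arm after 7 °C lay only 7.85% of the distance above constant 7 °C along these genes. That arm was higher at 3 of 4 days. A technical difference limited to some libraries of the Second set remains a candidate explanation, as does a response to 4 °C, and the tests do not decide between them.

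The fluctuating arms were examined for the same shift and for a move toward the mean temperature of 7 °C. Along the genes of the 4 °C score, the fluctuating arm after 2 °C lay 51.6% of the 4 °C distance above constant 2 °C (permutation p 0.00649, adjusted 0.0114 over 7 tests, higher at 4 of 4 days) and that after 11 °C 78.2% above constant 11 °C (p 0.00203, adjusted 0.00474, 4 of 4 days). That after 7 °C lay only 7.85% above constant 7 °C (p 0.634, higher at 3 of 4 days), although it is also in the Second set. The small mean hides opposite days. The arm averaged 1.00 against 1.77 at constant 7 °C on day 34 (2 and 3 libraries), and 2.09 against 1.23 on day 69. A shift common to the whole set may therefore not be the source of the other differences. Along the genes that separate 7 from 2 °C at days 7 to 26, the fluctuating arm after 2 °C had moved 102.3% of the late distance from 2 to 7 °C (p 2e-05, adjusted 0.00014, 4 of 4 days). Along those that separate 7 from 11 °C, only 9 higher and 27 lower genes, the arm after 11 °C had moved 96.8% of the distance (p 0.00011, adjusted 0.000385, 4 of 4 days). The arm after 7 °C moved by -0.783% and -19.5% along these genes (p 0.913 and 0.154, adjusted 0.913 and 0.216, higher at 3 of 4 and at 0 of 4 days), so a small move on every day is not excluded for the second. A hypothesis that fits these values is that buds follow the mean of the fluctuating regime rather than its extremes. The genes called in both arms speak less for it. There were 556 such genes (478.2 by chance), of which 378 changed in the same direction and 178 in opposite directions. For genes that change steadily with temperature, moves to 7 °C from 2 and from 11 °C would go opposite ways. A shift common to the whole Second set is argued against by the arm after 7 °C. It moved -0.783% along the genes where the arm after 2 °C moved 102.3%. The score of the 2 to 11 °C genes also moved both ways. It averaged 0.63 at constant 2 °C and -1.10 in the fluctuating arm after 2 °C, but -1.64 at constant 11 °C and -1.10 in the arm after it. A set difference limited to some arms or libraries cannot be told apart from the hypothesis. After 11 °C, 1683 of the 1695 genes shared with 4 °C against its line changed in the same direction. Subtracting the difference estimated from 4 °C left 39 genes there. The same subtraction raised the count after 7 °C, across the same sets, from 0 to 992. That argues against the subtracted difference being common to the whole Second set. After 2 °C, 1286 of 1445 shared genes had the same direction (1248 shared by chance), but both comparisons use the late constant 2 °C libraries, which favours this. Of the 1907 genes called there after the subtraction, 848 were among those of the report, so that count does not measure the set. The shift of 51.6% can also come from a move to the 7 °C level. On that score constant 7 °C, in the First set, averaged 1.58 ± 0.58 (SD) and constant 2 °C 0.66 ± 0.84. The fluctuating arm after 2 °C averaged 1.75 ± 0.71, and that after 11 °C 2.73 ± 1.18.

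Low power is another candidate explanation for the 0 genes called between the fluctuating and constant arms of 7 °C (1166 at an unadjusted p under 0.05). In counts simulated with the dispersion of this comparison, 86.5% of 200 genes changed 4-fold were recovered, against 90% after 2 °C and 89.5% after 11 °C, so changes of that size would have been seen in most genes. Smaller changes were not simulated. The added fit with the within-group axis called 1.18% of the genes, but that fit favours more calls.

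A lasting effect of the phase I temperature was tested with the score of genes that separate 2 from 11 °C. The difference between the fluctuating arms was -0.0329 (permutation p 0.703, adjusted 0.808 over 4 tests, higher after 2 °C at 1 of 4 days) against 2.28 between the constant arms, so no lasting difference was seen in the mean of these genes. Individual genes may still differ. Of the 130 called between these arms, 77 were also called between constant 2 and 11 °C (54.01 by chance), and 57 of the 77 (74.03%) had the direction of the constant arms, which leaves a lasting difference in some genes open. The deviations of the score within groups followed the within-group axis with a Pearson r of -0.526 and a Spearman rho of -0.539 (permutation p 1e-05 for both, the smallest possible, adjusted 1.2e-05), -0.534 without the 2 farthest libraries, -0.596 in the First set and -0.463 in the Second, so a part of its spread cannot be told apart from that axis.

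The comparisons with pretreatment depended on replicate 1. When only pretreatment replicate 1 was left out, 3212 genes were called at 2 °C, 559 at 7 °C, 321 at 11 °C and 18 at 22 °C. When only the treated replicate 1 was left out, 265 were called at 2 °C and 0 at the other temperatures, and leaving out both gave 3003, 3111, 342 and 20. An unusual pretreatment library may thus lie behind the low counts at 2 °C, but it accounts for only part of the change at 7 °C, where both replicates 1 had to be left out. No mislabelling was tested.

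Neighbouring lines of the table varied together. After the first 5 axes had been removed, the mean correlation of 3584 adjacent pairs was 0.0278, against at most 0.0177 in 1000 random orders. A table in genome order, with reads or regulation shared between neighbouring genes, is a candidate explanation that the value of 0.0278 leaves open, and it was not tested against gene positions. The fifth principal component was set by 1 library, 7 °C day 55 replicate 3, with a score of 153.3 against 23.4 for the next. It detected 9819 genes in 1945847 counts, fewer than the median of 15950, and no explanation was tested.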
